# Posttranslational Modification of Sox11 Regulates RGC Survival and Axon Regeneration

**DOI:** 10.1523/ENEURO.0358-20.2020

**Published:** 2021-02-11

**Authors:** Kun-Che Chang, Minjuan Bian, Xin Xia, Ankush Madaan, Catalina Sun, Qizhao Wang, Liang Li, Michael Nahmou, Takahiko Noro, Satoshi Yokota, Joana Galvao, Alexander Kreymerman, Bogdan Tanasa, Yang Hu, Jeffrey L. Goldberg

**Keywords:** optic nerve regeneration, retinal ganglion cell, Sox11, SUMOylation

## Abstract

The failure of adult CNS neurons to survive and regenerate their axons after injury or in neurodegenerative disease remains a major target for basic and clinical neuroscience. Recent data demonstrated in the adult mouse that exogenous expression of Sry-related high-mobility-box 11 (Sox11) promotes optic nerve regeneration after optic nerve injury but exacerbates the death of a subset of retinal ganglion cells (RGCs), α-RGCs. During development, Sox11 is required for RGC differentiation from retinal progenitor cells (RPCs), and we found that mutation of a single residue to prevent SUMOylation at lysine 91 (K91) increased Sox11 nuclear localization and RGC differentiation *in vitro*. Here, we explored whether this Sox11 manipulation similarly has stronger effects on RGC survival and optic nerve regeneration. *In vitro*, we found that non-SUMOylatable Sox11^K91A^ leads to RGC death and suppresses axon outgrowth in primary neurons. We furthermore found that Sox11^K91A^ more strongly promotes axon regeneration but also increases RGC death after optic nerve injury *in vivo* in the adult mouse. RNA sequence (RNA-seq) data showed that Sox11 and Sox11^K91A^ increase the expression of key signaling pathway genes associated with axon growth and regeneration but downregulated *Spp1* and *Opn4* expression in RGC cultures, consistent with negatively regulating the survival of α-RGCs and ipRGCs. Thus, Sox11 and its SUMOylation site at K91 regulate gene expression, survival and axon growth in RGCs, and may be explored further as potential regenerative therapies for optic neuropathy.

## Significance Statement

Sry-related high-mobility-box 11 (Sox11) expression promotes optic nerve regeneration but also increases retinal ganglion cell (RGC) death after optic nerve injury. Here, we demonstrate that mutation of a single SUMOylation site on Sox11 (Sox11^K91A^) leads to stronger effects *in vivo*. RNA sequencing (RNA-seq) analysis reveals that Sox11 and Sox11^K91A^ differentially regulate downstream gene expression related to axon growth and guidance. Understanding these effects of posttranslational modification of Sox11 in regulating regeneration *in vivo* suggests a potent therapeutic strategy for vision restoration in optic neuropathies.

## Introduction

Restoring neuronal connections and function in degenerative diseases and after injury in the CNS is a critical goal for neuroscience and has been investigated for decades, with only a handful of approaches showing promise in preclinical models. In the visual system, retinal ganglion cells (RGCs), projection neurons responsible for transmitting vision from the eye to the brain, have been a major target for research as RGCs undergo cell death and axon degeneration in patients suffering from glaucoma or other optic neuropathies (Goldberg et al., 2016). Thus, optic nerve models are relevant for studying CNS axon regeneration and have pointed to a number of discoveries of signaling pathways implicated in survival and axon regeneration (Benowitz et al., 2017).

A number of transcription factors that play a role in RGC differentiation during early development also have been implicated in regulating survival or axon regeneration in the adult. For example, Pou4f2 contributes to late differentiation of RGCs in the early postnatal period (Badea et al., 2009) and promotes RGC survival in an ocular hypertension model of glaucoma (Stankowska et al., 2015). We and others have shown that Sry-related high-mobility-box4 and 11 (Sox4 an Sox11) are required for RGC differentiation (Jiang et al., 2013; Chang and Hertz, 2017; Chang et al., 2017, 2019; Kuwajima et al., 2017). Increased Sox11 expression has also been shown to promote RGC survival after optic nerve crush (Struebing et al., 2017), and more recently, overexpression of Sox11 was reported to promote axon regeneration but also lead to increased death of α-RGCs (Norsworthy et al., 2017). Thus, more work is required to identify how to target Sox11 for vision restoration while limiting cell death.

Posttranslational modifications such as the addition of the small ubiquitin-related modifier (SUMO) have been show to plays an critical role in regulating Sox11 nuclear localization and gene regulation (Gill, 2005; Roger et al., 2010). We demonstrated that Sox11 SUMOylation at lysine residue 91 (K91) suppressed its nuclear translocation from the cytoplasm; site mutation of Sox11 to prevent SUMOylation led to higher nuclear localization and to an increase in RGC differentiation from retinal progenitor cells (Chang et al., 2017). However, whether Sox11 SUMOylation at K91 is critical for Sox11’s effects on RGC survival, and axon regeneration was still unknown. Here, we studied this question *in vitro* and *in vivo*, and find that as in RGC development, this K91 site is a major regulator of survival and axon growth in the adult. We extend this work using RNA sequencing (RNA-seq) of Sox11-expressing or Sox11^K91A^-expressing RGCs to identify the differentially regulated signaling pathways attributable to Sox11 and Sox11^K91A^. Overall, our results expand on mechanisms of gene regulation contributing to RGC survival and axon regeneration by manipulation of Sox11.

## Materials and Methods

### Animals

All use of animals conformed to the Association for Research in Vision and Ophthalmology (ARVO) Statement for the Use of Animals in Research, and was approved by the Institutional Animal Care and Use Committee (IACUC) and the Institutional Biosafety Committee of Stanford University. C57BL/6 mice both male and female of varying ages were obtained from Charles River.

### Adeno-associated virus (AAV) preparation

Plasmids for Sox11-IRES-EGFP, Sox11^K91A^-IRES-EGFP, and control EGFP were obtained from VectorBuilder. AAV production was performed at the Stanford Vision Research Core (PI, Yang Hu) as previously described (Wang et al., 2020). Briefly, AAV plasmids were co-transfected with pAAV2 (pACG2)-RC triple mutant (Y444, 500, 730F) and pHelper plasmid (Strategene) into human embryonic kidney 293 (HEK 293) cells. The AAVs were purified using 40% polyethylene glycol. The AAV titers were determined by quantitative real-time PCR (qRT-PCR) and diluted to 2 × 10^13^ vector genome (vg)/ml stocks and stored at −80°C until use.

### Cell line cultures and Western blotting

HEK 293 cells were cultured in DMEM medium (Corning) containing fetal bovine serum (FBS; 10%, Invitrogen) and penicillin/streptomycin (PS; 1%, Thermo Fisher Scientific) on six-well tissue culture plates. Cells were manually passaged approximately every 3 d or until ∼80% confluence. Cell lines were kept in 37°C incubation at 5% CO_2_.

For Western blotting, protein samples were collected in Laemmli sample buffer (Thermo Fischer Scientific) and heated to 100°C for 10 min. Proteins were resolved by SDS-PAGE (Bio-Rad) and transferred to PVDF membranes using a semi-dry blotter (Bio-Rad). Membranes were blocked with 5% non-fat milk and then probed with primary antibodies rabbit anti-Sox11 (1:1000, Abcam) or anti-GAPDH (1:2000, Cell Signaling Technology) overnight at 4°C. Membranes were washed and probed with secondary antibodies conjugated to horseradish peroxidase (Millipore), and developed with the Western Blot Substrate kit (Thermo Fischer Scientific) by detecting chemiluminescence using the ChemiDoc XRS+ imaging system (Bio-Rad).

### RGC culture and neurite outgrowth assays

Mouse RGCs from postnatal day (P2) pups were purified by immunopanning using CD90.1 as described previously (Barres et al., 1988). RGCs were plated onto PDL/laminin-coated tissue culture plates in Full Sato (FS) medium including forskolin (5 mm), BDNF (50 ng/ml), and CNTF (10 ng/ml) as described previously (Meyer-Franke et al., 1995). Plating densities were 2.5 × 10^3^ RGCs/well in 24-well plates for neurite outgrowth assay, or 2.5 × 10^5^ RGCs/well in six-well plates for RNA-seq and Western blot assays.

For viral transduction in the neurite outgrowth assay, Sox11 and Sox11^K91A^ AAV2 viruses were diluted to 2 × 10^11^ vg/ml in medium and added at a multiplicity of infection (MOI) of ∼10^5^ vg/cell overnight, and then changed into fresh culture medium for another 2 d. RGCs were immunstained with antibodies against β-III-tubulin. Briefly,equal amount 37°C 4% paraformaldehyde (PFA) was added into the medium for 20 min for fixation. The neurites were stained with mouse anti-β-III-tubulin antibody E7 (1:500, hybridoma from Developmental Studies Hybridoma Bank) overnight at 4°C and probed with Alexa Fluor 647-tagged anti-mouse antibody (1:500; Life technologies) for 2 h at room temperature. GFP^+^ and DAPI^+^ RGCs were imaged on a Zeiss Axio Observer inverted microscope using a 10× objective to measure neurite outgrowth and survival, respectively. Total length of neurites per cell (30–60 cells average per condition per experiment) was measured using ImageJ Simple Neurite Tracer.

### AAV transduction and optic nerve crush *in vivo*

To express Sox11 or Sox11^K91A^ *in vivo*, both eyes of C57BL/6 mice were injected intravitreally with 2 μl of AAV2-luc-EGFP or AAV2-Sox11-EGFP or AAV2-Sox11^K91A^-EGFP at P28, as previous described (Boczek et al., 2019). For optic nerve crush, two weeks after virus injection, the left optic nerve was exposed from outer canthus and pinched for 5 s with a Dumont Fine Science Tools #5 self-closing forceps ∼1.5 mm behind the globe. All optic nerve crush procedures were performed masked to the viral vector treatment. At day 12 after optic nerve crush, 2-μl cholera toxin subunit B (CTB)-conjugated Alexa Fluor 555 (CTB-555, 5 μg/μl; Invitrogen) was intravitreally injected as an anterograde tracer to visualize regenerating axons; animals were euthanized 2 d later, 14 days after crush after optic nerve crush. Optic nerves were dissected and fixed in 4% PFA for 1 h and subsequently washed in PBS. Optic nerves were then incubated in 15% sucrose at 4°C overnight and then in 30% sucrose at 4°C overnight before mounting in Optimal Cutting Temperature mounting medium (Thermo Fisher Scientific) before cutting longitudinal 12-μm-thick cryosections. Optic nerve sections were imaged and analyzed as previously described (Cameron et al., 2020). Briefly, the number of CTB^+^ axons within every 250 μm from the crush site were manually counted to the end of the longest regenerating axons. Total regenerating axons per optic nerve were calculated using the formula as previously described (Bei et al., 2016).

For RGC survival analysis, retinas were dissected and fixed in 4% PFA for 1 h, then permeabilized with 3% Triton X-100 (Sigma) and 1.5% Tween 20 (Sigma) for another hour, blocked with 10% normal goat serum (NGS) in PBS for 1 h, and then incubated with a rabbit polyclonal anti-RBPMS primary antibody (1:500; PhosphoSolution) overnight at 4°C. Retina samples were washed three times, ten minutes each, with PBS and incubated with rabbit polyclonal Alexa Fluor 647-tagged anti-rabbit antibody (1:500; Life technologies) overnight. The explants were then washed twice, ten minutes each, stained with DAPI (1:5000 in PBS) for 15 min, washed twice 10 min each, and sealed under 1.5-mm coverslips with anti-fade mounting medium (ProLong Gold, Life Technologies) before imaging via confocal microscopy (Zeiss). The retinas were divided into four quadrants, and one digital micrograph was taken randomly from each of four peripheral areas 3 mm from the optic nerve head. RBPMS-positive cells were counted manually in a masked fashion and presented as cells per millimeter squared.

### RNA-seq of purified RGCs

For viral transduction of E18 RGCs for RNA-seq, 2.5 × 10^5^ RGC/well were plated on PDL/laminin-coated six-well plates in quadruplicates. Four hours after plating, 1.5-μl AAV (2 × 10^13^ vg/ml) was added to cultured cells at a MOI of ∼10^5^ vg/cell. Full medium changes were performed 5.5 and 24 h after virus exposure. Total RNA was extracted using the RNEasy kit (QIAGEN) 72 h after plating. Library construction and next generation sequencing was performed at Genewiz on three RNA samples (500 ng/sample) in duplicates. The samples were analyzed in two lanes using an Illumina 2000 HI-seq machine that generated between 65 and 91 million reads per sample.

The RNA-seq reads were aligned to the mouse genome mm10 with the RNA computational pipeline on the DNAnexus cloud computing platform comprised of the STAR alignment package and RSEM counting algorithm. Each sample (control, SOX11 wild type, and SOX11^K91A^) had two replicates. The differentially expressed genes were called by using limma-voom in R/BioC on the RNA-seq replicates, and the genes with a FDR < 0.05 and an absolute fold change (FC) > 1.2 were considered for down-stream analysis. The functional enrichment of differentially expressed genes was computed in enrichR, and volcano plots were displayed in R. The RNA-seq data are uploaded in raw format to GEO (accession GSE160627, token wxexuqkmjrcjdgf).

### Statistical analysis

Results are shown as the mean ± SEM of at least three experiments. Data were analyzed by ANOVA with a *post hoc t* test with Tukey correction and/or unpaired *t* test with *p* < 0.05 considered significant.

## Results

### Sox11^K91A^ prevents Sox11 SUMOylation

To investigate the effects of Sox11 *in vivo*, we first designed AAV-backbone plasmids encoding Sox11 and Sox11^K91A^ and verified protein expression level after 3 d of coculture in HEK 293 cells and hippocampal neurons by immunostaining (Fig. 1*A*) and Western blotting (Fig. 1*B*,*C*). A total of 90% and 82% of cells were transduced by of Sox11 and Sox11^K91A^ AAVs, respectively (Fig. 1*A*). Similar levels of exogenous Sox11 and GFP proteins were detected in HEK 293 cells (Sox11^K91A^ at 1.08-fold expression of Sox 11; Fig. 1*B*) and hippocampal neurons (Sox11 and Sox11^K91A^ at 1.02-fold and 0.98-fold of control AAV; Fig. 1*C*), respectively. To verify whether Sox11^K91A^ is associated with less SUMOylation in primary neurons, we expressed wild-type Sox11 or Sox11^K91A^ in purified RGC cultures and observed fewer higher molecular weight moieties with Sox11^K91A^ than with wild-type Sox11 (Fig. 1*D*). Thus, consistent with our previous findings with a different Sox11 construct (Chang et al., 2017), mutating the K91 residue decreases Sox11 SUMOylation.

**Figure 1.**
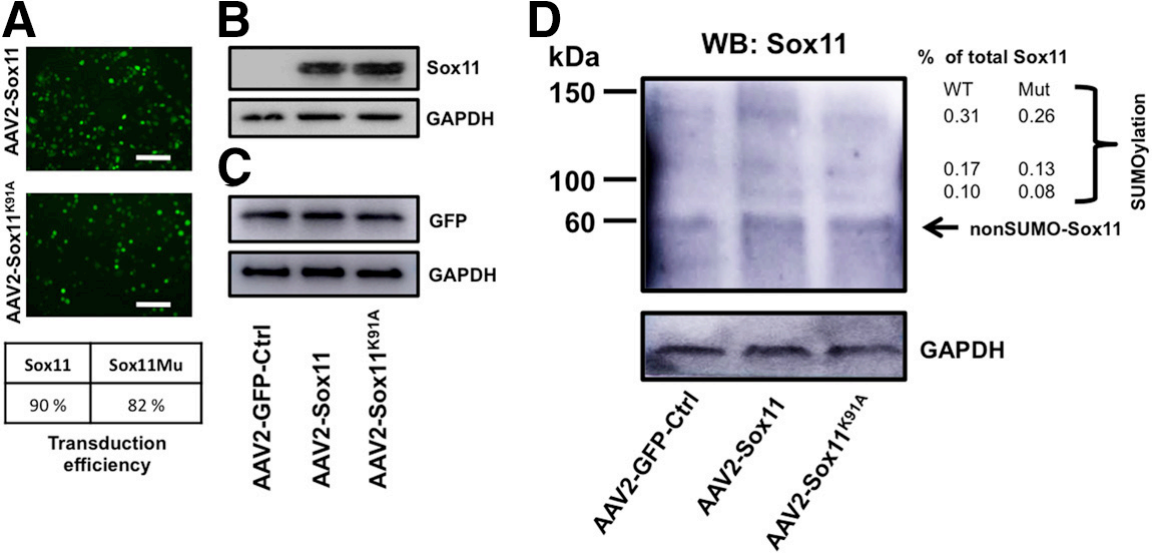
Point mutation of Sox11 lysine 91 to alanine (Sox11^K91A^) attenuates expression of SUMOylated isoforms. ***A***, ***B***, HEK cells (2 × 10^5^ cells/well) and (***C***) hippocampal neurons (10^6^ cells/well) were infected with GFP control, Sox11, and Sox11^K91A^ AAV2 viruses. Fluorescence imaging suggested similar expression levels between Sox11 viral vectors (***A***) and Sox11 and Sox11^K91A^ protein expression were also similar when assayed by Western blotting (***B***, ***C***). ***D***, For SUMOylation detection, P2 RGCs (5 × 10^5^ cells/well) were infected with GFP-conjugated control, Sox11, and Sox11^K91A^ viruses. Quantification of higher molecular weight bands corresponding to total Sox11 protein was detected by Western blotting against Sox11, which detected both endogenous and mutant protein. Scale bar: 100 μm.

### Sox11 and Sox11^K91A^ decrease RGC survival and axon growth *in vitro*

We next examined Sox11 versus Sox11^K91A^ effects on RGC survival and axon outgrowth *in vitro* (Fig. 2*A*). Compared with AAV2-GFP-Ctrl, AAV2-Sox11 and AAV2-Sox11^K91A^ significantly reduced RGC viability (Fig. 2*B*) and axon outgrowth (Fig. 2*C*) after 3 d *in vitro*. However, we did not observe significant phenotype differences between AAV2-Sox11-treated and AAV2-Sox11^K91A^-treated groups for either phenotype. We repeated this *in vitro* study at 5-fold lower cell density and found a similar trend (data not shown). Thus, Sox11 reduces RGC survival and axon growth *in vitro*, although these data suggest that point mutation of Sox11 on K91 does not amplify these effects, at least *in vitro*.

**Figure 2.**
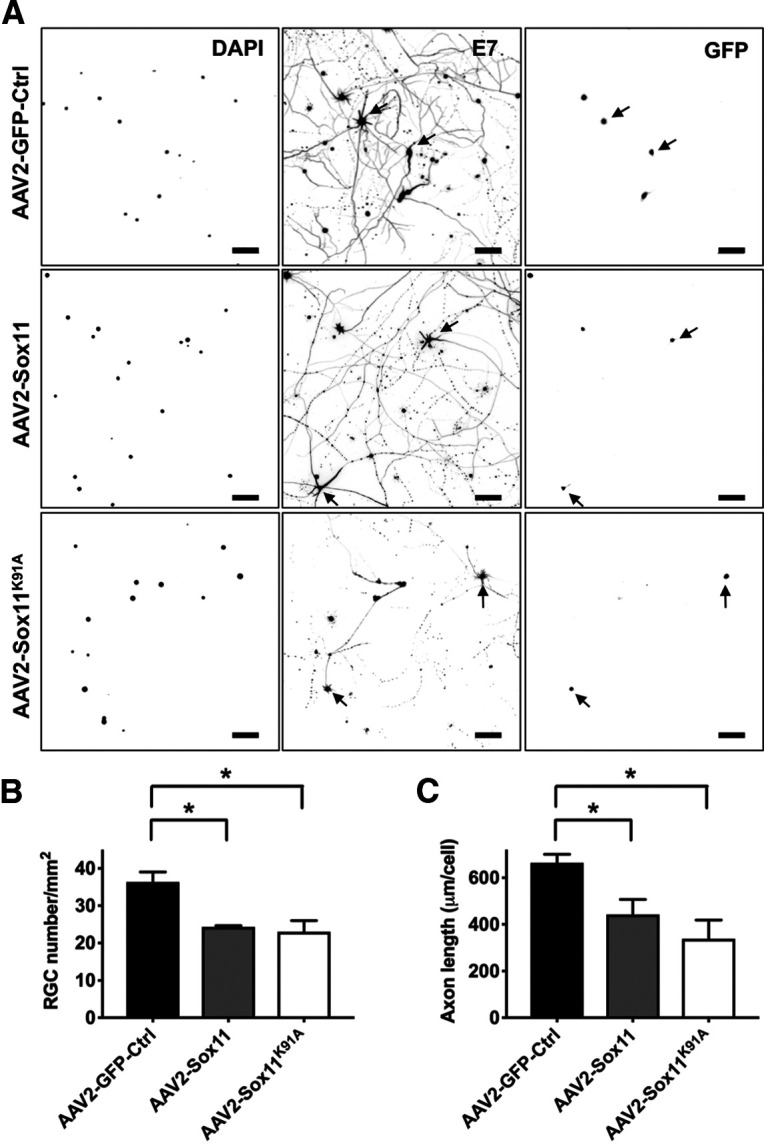
Sox11 and Sox11^K91A^ decrease RGC viability and axon outgrowth *in vitro.* Primary RGCs were transduced with Sox11 or control AAVs as marked, cultured for 3 d, and immunostained for β-III tubulin (E7) and GFP to identified transduced neurons, and counterstained with the nuclear dye DAPI (***A***). Exogenous expression of either Sox11 or Sox11^K91A^ reduced cell survival (***B***) and axon outgrowth (***C***) in primary RGCs (*N* ≥ 3 experimental replicates, *p < 0.05, by one-way ANOVA and *post hoc t* test with Tukey correction; mean ± SEM shown; scale bar: 200 μm).

### Sox11 ^K91A^ more strongly promotes both RGC death and optic nerve regeneration *in vivo*

To test whether Sox11^K91A^ differs from Sox11 *in vivo*, we intravitreally injected AAVs into normal (uninjured) host eyes, or two weeks before inducing a retrobulbar optic nerve crush injury (Fig. 3*A*). We found that AAV2-Sox11 was associated with increased RGC death *in vivo* in both normal eyes (Fig. 3*B*) or eyes subjected to optic nerve injury (Fig. 3*C*), consistent with our *in vitro* data (Fig. 2) and that from a previous study (Norsworthy et al., 2017). Sox11^K91A^ more strongly promoted RGC death *in vivo* in both conditions (Fig. 3). We also examined axon regeneration in the mouse optic nerve crush model, using anterograde tracing with CTB (Fig. 4*A*). Exogenous Sox11 expression increased the number of CTB^+^ regenerating axons, and Sox11^K91A^ promoted significantly more optic nerve axon regeneration than Sox11 (Fig. 4*B*). Thus, blocking SUMOylation at K91 potentiates axon regeneration in adult RGCs, similar to the potentiation of RGC differentiation during development.

**Figure 3.**
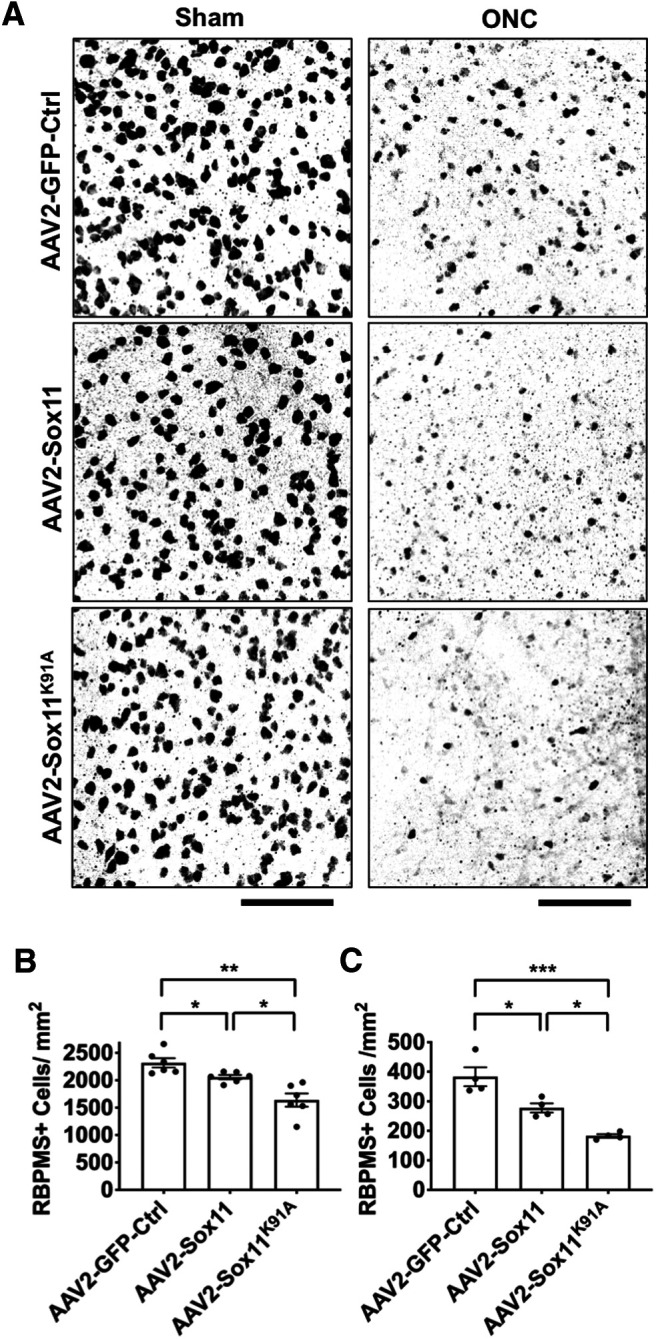
Exogenous Sox11^K91A^ leads to more RGC death than Sox11 *in vivo*. Control AAV2-GFP-Ctrl, AAV2-Sox11, or AAV2-Sox11^K91A^ were injected intravitreally in control eyes and in eyes two weeks before optic nerve crush. Two weeks after injection in controls, or two weeks after optic nerve crush (four weeks after injection), eyes were harvested and retinas flat-mounted and immunostained against RGC-specific marker RBPMS (***A***). Both Sox11 and Sox11^K91A^ significantly increased RGC death in sham (***B***) and optic nerve crush (***C***) eyes, with Sox11^K91A^ showing significantly greater effect than wild-type Sox11 (*N* ≥ 4 experimental replicates, *p < 0.05, **p < 0.01, ***p < 0.001, by one-way ANOVA with *post hoc t* test with Tukey correction; mean ± SEM shown; scale bar: 100 μm).

**Figure 4.**
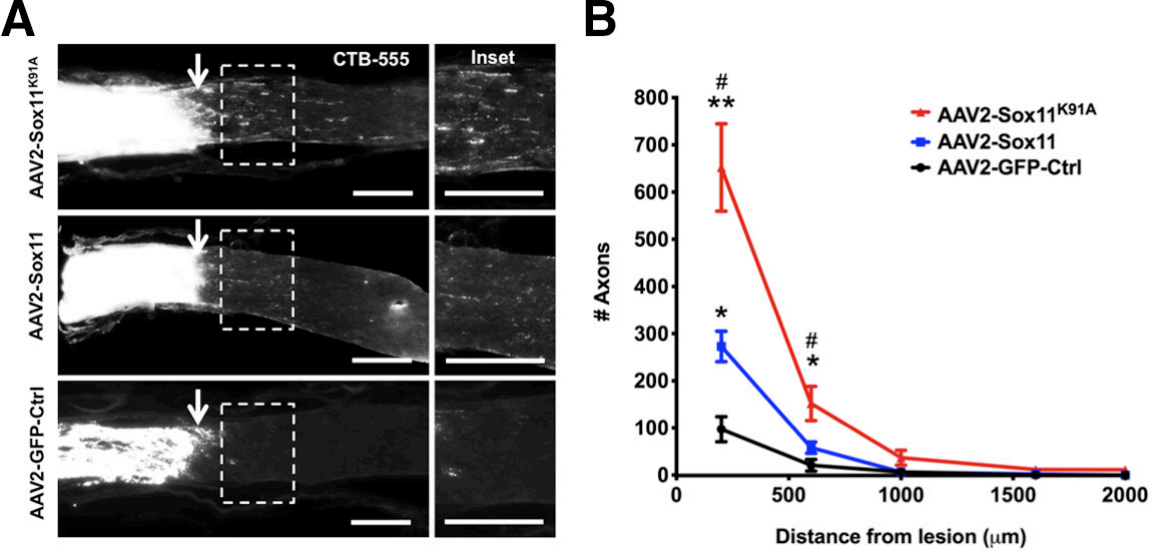
Sox11^K91A^ promotes more axon regeneration than Sox11 *in vivo*. Intravitreal AAV2 injection was performed as in Figure 3. Regenerating axons were visualized by CTB-555 injection anterograde labeling 2 d before euthanasia (***A***). Both Sox11 and Sox11^K91A^ significantly promoted more short distance (200 and 600 μm) axon regeneration than controls, with Sox11^K91A^ showing significantly greater effect than wild-type Sox11 (***B***). The arrows indicate crush sites. *N* ≥ 5 animals per group, * compares with AAV2-GFP-Ctrl group; # compares with AAV2-Sox11 group; *p < 0.05 versus control, **p < 0.01 versus control, #*p* < 0.05 versus AAV2-Sox11, by one-way ANOVA with *post hoc t* test with Tukey correction. Mean ± SEM shown. Scale bar: 200 μm.

### Sox11 and Sox11 ^K91A^ differently regulate RGC gene expression

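RNA was sequenced from cultured mouse RGCs that received a control AAV, an AAV encoding Sox11, or an AAV encoding Sox11 K91A, in which the lysine at position 91 is replaced by alanine. Each group had 2 replicates, for 6 libraries in all. Each well held 250000 cells and received 1.5 μl of AAV at 4 h after plating, at 100000 vg per cell. Medium was changed 5.5 and 24 h after the AAV, and RNA was taken 72 h after plating, with 500 ng used per sample. The paper gives embryonic day 18 as the age of the cells for RNA-seq and postnatal day 2 in its general culture methods. The sample protocols also give both ages, and the names of the tables give postnatal day 0. The authors aligned the reads to the mouse genome mm10 with STAR, counted them per gene with RSEM, and deposited an expected count and a TPM for each gene and library. The tables listed 43346 Ensembl mouse genes, of which 42462 were named by the GENCODE M21 annotation. The expected counts summed to 28392830 and 37061718 in the control libraries, to 27521982 and 33423552 with Sox11, and to 32650951 and 29243535 with Sox11 K91A. The paper states between 65 and 91 M reads per sample, and the values given here rest on the expected counts. These were rounded to whole numbers, genes with too few counts were removed with edgeR's filterByExpr, and library sizes were scaled by the TMM method. The 15747 genes that remained were tested with limma-voom on all 6 libraries in a single fit, and genes with an FDR under 0.05 and an absolute fold change above 1.2 were called differentially expressed, the thresholds of the paper's methods. The paper's text does not name the normalization or the filter, or say whether the 3 groups shared a fit. The sequencing lane of each library is not given in the paper's text or with the samples, so lanes were not compared. The first principal component held 59% of the variance and separated the control libraries from the others. Replicate 2 of the control and replicate 2 of Sox11 stood apart from the other libraries on the second component, which held 19.8%. The median absolute difference between replicates was 0.35 on the log2 scale for control, 0.27 for Sox11 and 0.16 for Sox11 K91A.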

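Compared with control, 3171 genes were differentially expressed with Sox11, of which 1568 were upregulated and 1603 downregulated. With Sox11 K91A, 915 genes were upregulated and 757 downregulated, 1672 in all. The direct comparison of Sox11 K91A with Sox11 gave 0 differentially expressed genes and 108 of 15747 genes with an unadjusted p under 0.05. This is less than the share of 0.05 that evenly spread p-values would give. The test was thus probably conservative, and 0 genes does not show that the viruses had equal effects. With the replicate number as a block, the counts were 2679 for Sox11 and 1402 for Sox11 K91A against control. The blocked comparison of Sox11 K91A with Sox11 gave 0 genes, and 81 with an unadjusted p under 0.05, also less than that share. Same-numbered libraries deviated from their group means with a correlation across genes of 0.229 between control and Sox11, -0.028 between control and Sox11 K91A, and -0.234 between Sox11 and Sox11 K91A. Of the alternatives tried, sample quality weights moved the Sox11 count most, to 979 genes, fewer than the 1400 they gave for Sox11 K91A, and DESeq2 moved the Sox11 K91A count most, to 3012. Under both, more genes were downregulated than upregulated with Sox11 K91A, 769 and 631 with quality weights and 1527 and 1485 with DESeq2. Of the genes called with Sox11 K91A, 96.4% were also called with Sox11. Of the 3231 genes called with either virus, of which 60 were called with Sox11 K91A alone, 3228 changed in the same direction with both. The median absolute log2 fold change of all genes tested was 0.465 with Sox11 and 0.39 with Sox11 K91A. Across all genes, which are not independent replicates, the log2 fold changes of the 2 viruses correlated with r = 0.883. Because both comparisons used the same control libraries, the correlation was also computed with a different control library for each virus, which gave r = 0.581 or r = 0.663, depending on which library went with which virus.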

Finally, to explore potential mechanisms by which Sox11 or Sox11^K91A^ differentially affect survival and axon growth, we compared transcriptome changes in RGCs *in vitro* after exogenous expression, using deep sequencing. We first observed that Sox11 and Sox11^K91A^ were upregulated 41-fold and 33-fold (*p* = 5.9E-07 and *p* = 4.4E-03, respectively) in transduced cultures. 

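*Sox11* (ENSMUSG00000063632.6) has 1 exon on the minus strand of chromosome 12 of GRCm38, from 27334264 to 27342574. Its coding sequence runs from 27341224 to 27342408, and codon 91 is the lysine codon AAG at 27342136 to 27342138. The reference sequence around it on the coding strand is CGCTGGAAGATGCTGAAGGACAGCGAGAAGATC. The expected counts are given per gene, so transcripts of the virus and of the cells' own gene were counted together. *Sox11* was at 283 ± 69.0 CPM (SD, n = 2) in control cultures, 11880 ± 3828 (SD, n = 2) with Sox11 and 9498 ± 3497 (SD, n = 2) with Sox11 K91A. The log2 fold change against control was 5.38 with Sox11 (standard error 0.33, adjusted p = 0.0075 from limma-voom), which is 41.6-fold, and 5.04 with Sox11 K91A (standard error 0.33, adjusted p = 0.0092 from limma-voom), which is 33.0-fold. Each transduced library was higher than both control libraries. Across the alternatives, the adjusted p ranged from 1.3e-53 to 0.030 for Sox11 and from 3.8e-47 to 0.021 for Sox11 K91A. With each replicate left out in turn, the log2 fold change stayed between 5.04 and 5.71 for Sox11 and between 4.66 and 5.42 for Sox11 K91A. A block for control replicate 2 and Sox11 replicate 2, which had low *Xist* counts and high counts of Y-linked genes, chosen after seeing the data, gave a log2 fold change of 5.33 with Sox11 K91A. *Sox11* had a log2 fold change of -0.34 between Sox11 K91A and Sox11 (standard error 0.34, adjusted p = 1.00), less than the difference between replicates of 0.67 with Sox11 and 0.77 with Sox11 K91A.

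**Figure D1:**
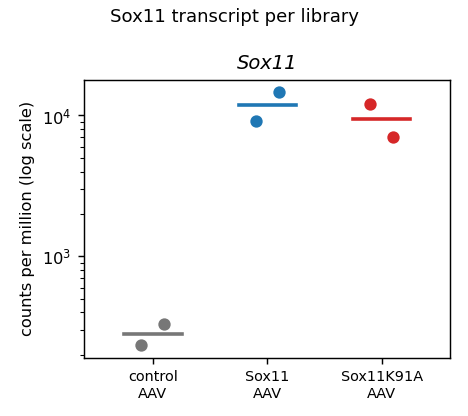
*Sox11* in each library, in CPM on a log scale, by group. Points are libraries and lines are group means (n = 2). The means are 283 with control AAV, 11880 with Sox11 and 9498 with Sox11 K91A.

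**Figure D2:**
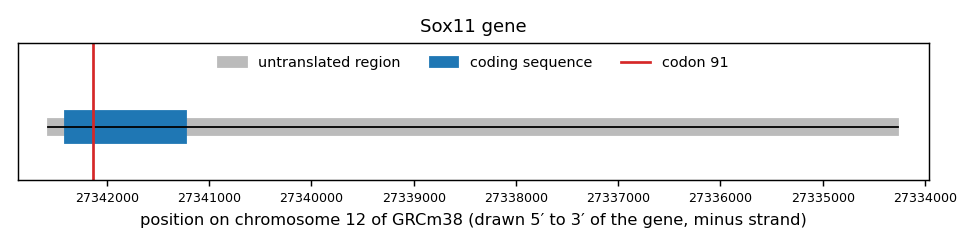
Map of *Sox11* on chromosome 12 of GRCm38, in bases, drawn from 5′ to 3′ of the gene. Grey marks the untranslated regions, blue the coding sequence from 27341224 to 27342408, and the red line codon 91.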

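The genes of enrichR's terms were not used here. Instead, 4 lists of genes were written from gene families and known functions, and the upregulated genes were tested for an excess of each list with a one-sided Fisher's exact test, adjusted over the 4 lists and both viruses. Genes are not independent replicates in such a test. The axon guidance list held the semaphorins, plexins, neuropilins, ephrins, Eph receptors, slits, Robo receptors, netrins and their receptors, with 69 genes tested. Of these, 18 (26.1%) were upregulated with Sox11, against 10% of all genes tested (odds ratio 3.22, adjusted p = 4.1e-04). With Sox11 K91A, 15 (21.7%) were upregulated, against 5.8% of all genes (odds ratio 4.56, adjusted p = 6.1e-05). *Draxin*, *Ephb2*, *Ephb3*, *Plxna3*, *Plxnb1*, *Robo1* and *Sema3a* were among those upregulated by both viruses. In the axonogenesis list, 14 of 52 genes were upregulated with Sox11 (odds ratio 3.35, adjusted p = 8.3e-04) and 11 with Sox11 K91A (odds ratio 4.39, adjusted p = 4.3e-04), including *Dcx*, *Dpysl4*, *Ngfr* and *Tubb2b* with both. In the same list, 8 of 52 genes were downregulated with Sox11 (15.4%, against 10.2% of all genes, odds ratio 1.61) and 2 with Sox11 K91A (3.8%, against 4.8%), *Nefh* and *Nefm* with both. In the neuron migration list, 9 of 45 genes were upregulated with Sox11 (odds ratio 2.27, adjusted p = 0.031) and 7 with Sox11 K91A (odds ratio 3.00, adjusted p = 0.016). In the generation of neurons list, 12 of 51 genes were upregulated with Sox11 (odds ratio 2.80, adjusted p = 0.0049) and 10 with Sox11 K91A (odds ratio 3.99, adjusted p = 9.7e-04). Nervous system development was not analysed here.

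The test that moved these results most was camera, which ranks all genes in place of the upregulated ones. Adjusted over the 4 lists and both viruses, its p was 0.135 and 0.062 for axonogenesis, with Sox11 and Sox11 K91A, and 0.050 with each virus for the other lists, none of them under 0.05. Adjusted over the 4 lists for each virus alone, it was under 0.05 with Sox11 K91A for axon guidance and generation of neurons, at 0.026 each. With the replicate number as a block, the adjusted Fisher's exact p was 6.9e-05 with Sox11 and 3.1e-04 with Sox11 K91A for axon guidance, and 0.0049 and 0.0013 for axonogenesis. It was 0.030 and 0.021 for neuron migration, and 0.011 and 3.1e-04 for generation of neurons. Camera with this block, chosen after seeing the data, gave an adjusted p of 0.045 and 0.041 for axon guidance, 0.169 and 0.072 for axonogenesis, 0.045 with each virus for neuron migration and 0.041 with each for generation of neurons. Deviations of same-numbered libraries correlated at 0.229 between control and Sox11 and at -0.028 between control and Sox11 K91A. The Reactome pathway of axon guidance, with 266 genes tested, had 53 genes upregulated with Sox11 (p = 6.4e-07, Fisher's exact test) and 35 with Sox11 K91A (p = 5.0e-06, Fisher's exact test), while camera on this pathway, chosen after seeing the data, gave a p of 0.193 and 0.185.

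**Figure D3:**
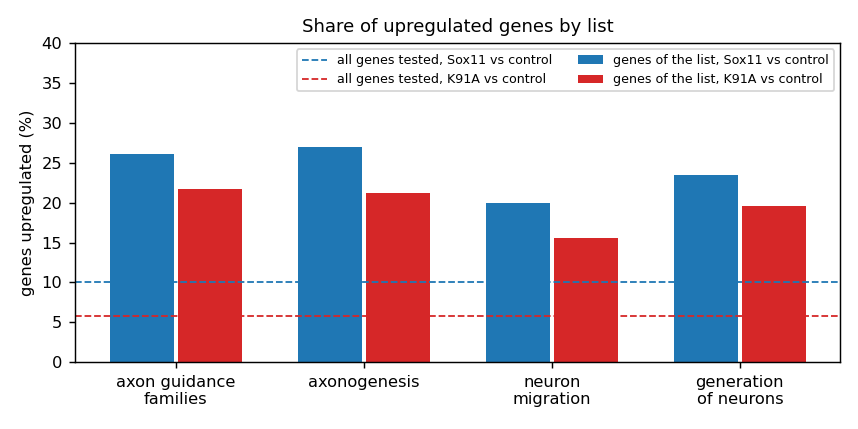
Share of genes upregulated against control, in percent, in each of the 4 lists. Bars are the genes of a list, blue for Sox11 and red for Sox11 K91A, and dashed lines are all genes tested, at 10% and 5.8%; each bar is above the line of its virus, from 15.6% to 26.9%.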

Exploring gene set enrichment analyses with enrichR, we found that both Sox11 and Sox11^K91A^ upregulated signaling pathways involved in axongenesis, nervous system development, axon guidance, neuron migration and generation of neurons (Fig. 5*A*). Interestingly, Sox11^K91A^ showed stronger effects than Sox11 in genes related to neuronal generation, migration, and axongenesis, but weaker influences on axon guidance and nervous system development in the nucleus. These data suggest the hypothesis that Sox11 in nucleus versus SUMOylated Sox11 in the cytoplasm may regulate neuronal and axonal physiology by different mechanisms. 

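The difference between the viruses was tested on the same 4 lists with camera in the comparison of Sox11 K91A with Sox11. Of the 69 axon guidance genes, 35 were higher with Sox11 K91A than with Sox11. The number was 32 of 52 for axonogenesis, 22 of 45 for neuron migration and 26 of 51 for generation of neurons. The median log2 fold change between the viruses was 0.001, 0.023, 0 and 0.005 for these lists, in the same order, and p after adjustment over the 4 lists was 0.913 for each. With the replicate number as a block, the adjusted p was 0.899 for axon guidance and 0.852 for each of the others. Deviations of same-numbered libraries correlated at -0.234 between Sox11 and Sox11 K91A, which is below zero, so the blocked fit was repeated with the numbers of the Sox11 K91A libraries exchanged, chosen after seeing the data, and the adjusted p was 0.954, 0.835, 0.954 and 0.835. With a block for the libraries with low *Xist* counts, chosen after seeing the data, all 4 lists were lower under Sox11 K91A, with an adjusted p of 0.066 for axon guidance and generation of neurons, 0.599 for axonogenesis and 0.174 for neuron migration. From the difference in enrichment between the viruses in Fig. 5A, the paper proposes, as a hypothesis, that Sox11 in the nucleus and SUMOylated Sox11 in the cytoplasm act on neurons and axons by different mechanisms.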

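*Opn4* (ENSMUSG00000021799.9), on the minus strand of chromosome 14 of GRCm38 from 34590618 to 34600142, was at 5.96 ± 2.66 CPM (SD, n = 2) in control cultures and 0.696 ± 0.302 (SD, n = 2) with Sox11. The libraries held 114 and 302 counts of this gene in control cultures and 25 and 16 with Sox11. Its log2 fold change with Sox11 was -3.14 (standard error 0.59, adjusted p = 0.018 from limma-voom), and both Sox11 libraries were below both control libraries. With each replicate left out in turn, the log2 fold change stayed between -3.56 and -2.63, and the adjusted p was under 0.05 in all 21 alternatives, from 1.4e-06 to 0.041. The gene overlaps *Gm49012* on the other strand, and it is not stated whether counting used the strand. *Spp1* (ENSMUSG00000029304.14) lies on the plus strand of chromosome 5 from 104435118 to 104441050, and *Gm42793* shares 12% of its transcript. It was at 14.4 and 43.1 CPM in the control libraries and at 3.86 and 30.2 in the Sox11 libraries, so that the groups overlapped. The means were 28.7 ± 20.3 (SD, n = 2) and 17 ± 18.6 (SD, n = 2) CPM. Its log2 fold change with Sox11 was -1.17 (standard error 0.88, adjusted p = 0.372 from limma-voom), which is not past the threshold. The adjusted p of this change lay between 0.117 and 0.705 in the 21 alternatives. *Spp1* was lower with Sox11 in both same-numbered pairs, and with the replicate number as a block its log2 fold change was -0.94 (adjusted p = 0.186 from limma-voom), with a correlation of same-numbered deviations of 0.229 between control and Sox11. Leaving out each replicate in turn gave values from -2.74 to 0.23, the positive one without Sox11 replicate 1. The replicates high in *Spp1*, control replicate 2 and Sox11 replicate 2, were also those with the lowest *Xist* counts.

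**Figure D4:**
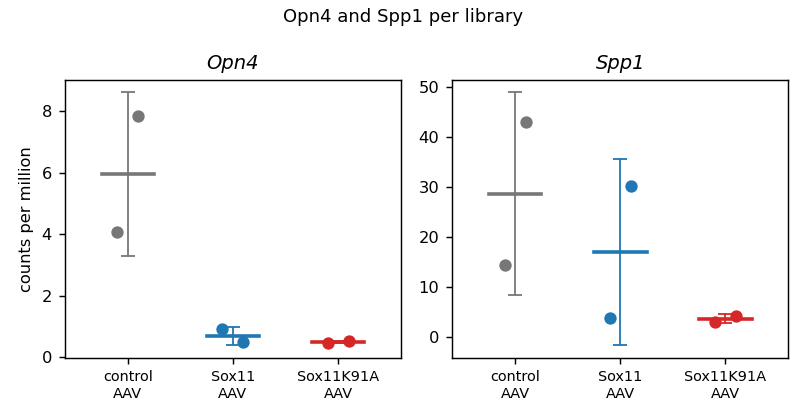
*Opn4* and *Spp1* in each library, in CPM, by group. Points are libraries, lines are group means and bars are SD (n = 2); *Opn4* is at 4.08 and 7.84 in the control libraries and under 1 in the others, and *Spp1* is at 30.2 in one Sox11 library and at 3.86 in the other.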

We also detected differentially expressed genes associated with RGC subtype specificity and observed for example that RGC subtype markers *Opn4* (melanopsin) and *Spp1* were downregulated by Sox11 (Fig. 5*B*). The downregulation of *Opn4* and *Spp1* was further confirmed by qRT-PCR (Fig. 5*C*). This is the first report of the Opn4+ intrinsically photosensitive (ip)RGC subtype being influenced by Sox11. 

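With Sox11 K91A, *Spp1* was at 3.67 ± 0.927 CPM (SD, n = 2), and both libraries were below both control libraries. Its log2 fold change against control was -2.85 (standard error 1.14, adjusted p = 0.146 from limma-voom). With the replicate number as a block, the log2 fold change was -2.96 (adjusted p = 0.024 from limma-voom), with a correlation of same-numbered deviations of -0.028 between control and Sox11 K91A. The adjusted p lay between 0.0063 and 0.153 across 21 alternatives and was under 0.05 in 7 of them. The comparison of Sox11 K91A with Sox11 gave a log2 fold change of -1.68 for *Spp1* (standard error 1.23, adjusted p = 1.00). It was past the threshold in 0 of the 21 alternatives, and leaving out each replicate in turn gave values from -3.07 to -0.105. One of the Sox11 libraries, at 3.86 CPM of *Spp1*, lay within the range of the Sox11 K91A libraries, from 3.01 to 4.32. *Opn4* was at 0.490 ± 0.0346 CPM (SD, n = 2) with Sox11 K91A, a log2 fold change of -3.54 against control (standard error 0.64, adjusted p = 0.025 from limma-voom). Between Sox11 K91A and Sox11, the log2 fold change of *Opn4* was -0.40 (standard error 0.79, adjusted p = 1.00).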

Sox11^K91A^ showed a stronger effect than Sox11 on *Spp1* but not *Opn4*, suggesting different susceptibilities of RGC subtypes to Sox11^K91A^.

**Figure 5.**
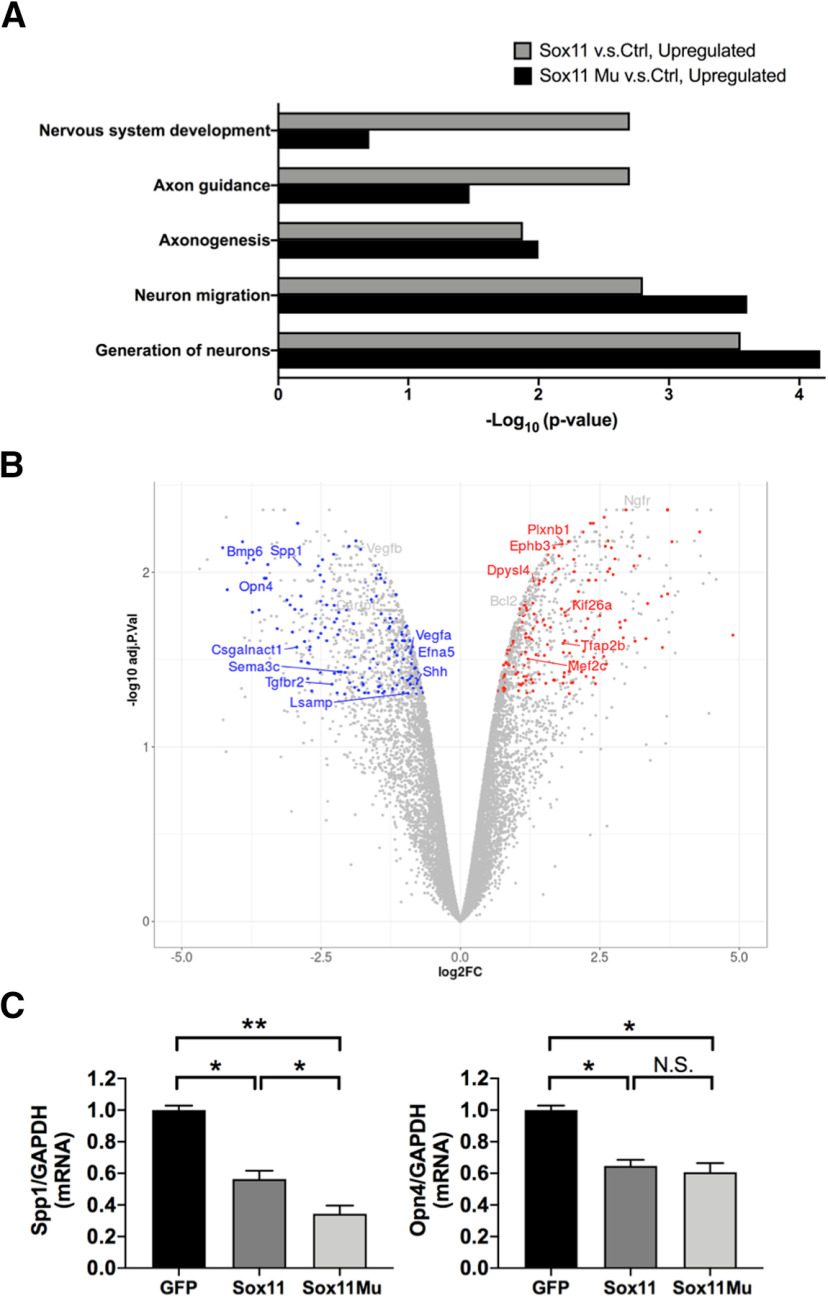
Gene regulation by Sox11 and Sox11^K91A^ in primary RGCs. ***A***, Sox11 and Sox11^K91A^ upregulate several signaling pathways related to neuronal and axon growth. ***B***, A volcano plot highlighting selected genes that are more downregulated by Sox11^K91A^ than by Sox11 (in blue, 173 genes) and selected genes that are more upregulated by Sox11^K91A^ than by Sox11 (in red, 181 genes). ***C***, *Spp1* and *Opn4* were significantly downregulated in Sox11-treated and Sox11^K91A^-treated groups, confirmed by qRT-PCR (*N* = 3, *p < 0.05, **p < 0.01; N.S., no significant difference, by one-way ANOVA with *post hoc t* test with Tukey correction; mean ± SEM shown).

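The legend does not give the rule behind its numbers of genes. Here a gene was counted as more downregulated by Sox11 K91A when it was past the threshold downward against control and its log2 fold change between Sox11 K91A and Sox11 was also past a fold change of 1.2, without a test of that difference. This gave 58 genes more downregulated and 38 more upregulated by Sox11 K91A. The same rule with the viruses exchanged gave 609 genes more downregulated and 315 more upregulated by Sox11. Counting any difference in the same direction moved the numbers for Sox11 K91A most, to 210 and 238 genes. Requiring Sox11 K91A and Sox11 to differ with an FDR under 0.05 left 0 genes in each direction, since no gene passed that test. With the replicate number as a block, 48 genes were more downregulated and 40 more upregulated by Sox11 K91A, with a correlation of same-numbered deviations of -0.234 between the viruses. Each gene labelled in blue in Fig. 5B was lower with Sox11 K91A than with Sox11, from -1.68 for *Spp1* to -0.027 for *Efna5* on the log2 scale, but the sign flipped under some alternatives for *Csgalnact1* and *Efna5*, and *Lsamp* reached 0. Each gene labelled in red was higher, from 0.021 for *Ephb3* to 0.99 for *Tfap2b*, but the sign flipped under some alternatives for *Plxnb1*, *Ephb3*, *Kif26a* and *Tfap2b*. All these differences had an adjusted p of 1.00, and they exceeded their standard error for *Spp1*, *Sema3c*, *Tgfbr2*, *Tfap2b* and *Mef2c*. The sign held with each replicate left out in turn for these genes and for *Dpysl4*, and changed for the other genes labelled in blue or red. With a block for the libraries with low *Xist* counts, chosen after seeing the data, the difference became -0.236 for *Sema3c* and -0.033 for *Tfap2b*. Against control, *Spp1*, *Csgalnact1*, *Sema3c*, *Shh*, *Cartpt* and *Tfap2b* were not past the threshold with Sox11 K91A, with adjusted p between 0.052 for *Shh* and 0.153 for *Cartpt*, and the other labelled genes were. *Cartpt* fell less with Sox11 K91A than with Sox11, with a difference of 0.897 (standard error 0.706). This ranged from -0.275 to 2.084 with each replicate left out in turn. *Vegfb* (0.133, standard error 0.260), *Bcl2* (-0.214, standard error 0.224) and *Ngfr* (-0.220, standard error 0.316) also changed less with Sox11 K91A, by less than their standard error.

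**Figure D5:**
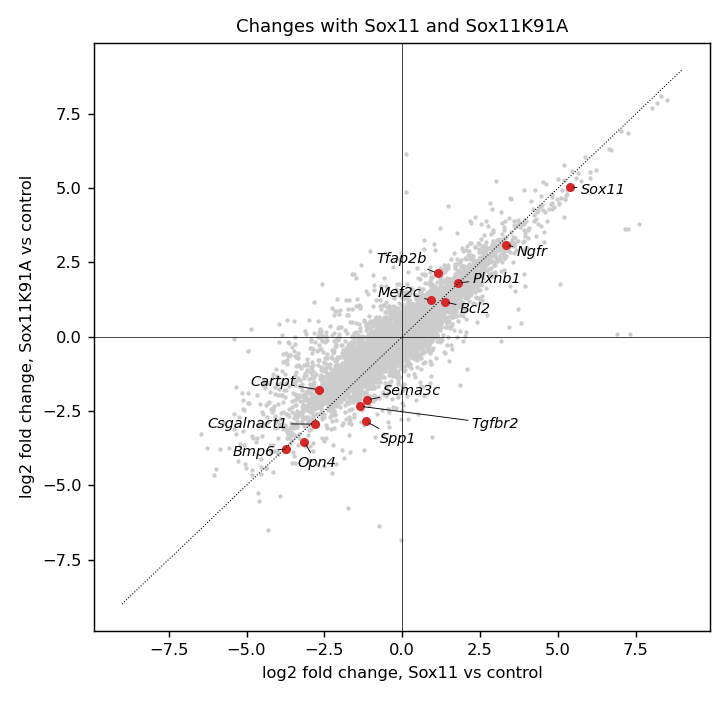
Log2 fold change against control of each gene tested, with Sox11 on the horizontal axis and Sox11 K91A on the vertical axis. The dotted line marks equal change, red points are *Sox11* and genes labelled in Fig. 5B; *Spp1* is at -1.17 and -2.85, and *Cartpt* at -2.68 and -1.78.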

## Discussion

Taken together, these data indicate three important findings. First, our data reveal that overexpression of a non-SUMOylatable point mutant of Sox11 shows stronger influences than WT Sox11 on decreasing RGC survival but promoting axon regeneration. These data extend our previous study that deSUMOlyated Sox11 translocates into the nucleus to more potently regulate RGC differentiation (Chang et al., 2017). SUMO conjugation acts to regulate many transcription factors, including other Sox family proteins (Williams et al., 2020). Ubiquitin-conjugating enzyme 9 (Ubc9) can interact with Sox4 in the nucleus and repress Sox4’s transcriptional activity, even without its SUMO-1 conjugating capability (Pan et al., 2006). Protein inhibitor of activated STAT (PIAS), known as E3 SUMO-protein ligase, is also known to facilitate protein SUMOylation (Johnson and Gupta, 2001). It will be interesting to dissect out which SUMO ligase(s) are responsible for Sox11 SUMOylation, e.g., through an siRNA or CRISPR screen, in future studies.

Surprisingly, both Sox11 and Sox11^K91A^ suppressed axon outgrowth *in vitro* but promoted axon regeneration *in vivo* after optic nerve crush, with Sox11^K91A^ consistently showing strong effects in either direction than WT Sox11. Despite this difference, we found that signaling pathways involved in axongenesis are upregulated by Sox11 and Sox11^K91A^. RGC density in culture strongly affects axon outgrowth (Goldberg et al., 2002), thus a component of this contradictory data could be explained by low cell density in axon outgrowth assays. In addition, the cell-cell interaction with other retinal cell types *in vivo* is absent in the culture *in vitro*. Regarding cell-type specificity, a previous study showed that Sox11 preferentially kills α-RGCs and other RGC subtypes (Norsworthy et al., 2017), and these subtypes may normally extend longer neurites *in vitro*, a hypothesis that could be tested using the various strains of fluorescently labeled RGC subtypes (Hong et al., 2011; Dhande and Huberman, 2014). It is also possible that Sox11 may regulate axon growth in the young RGCs studied in culture by different mechanisms that the adult RGCs studied for axon regeneration *in vivo*.

Second, we identified candidate signaling pathways regulated by Sox11 and Sox11^K91A^. In the RNA-seq analysis, many signaling pathways related to axonal and neuronal physiology were regulated by Sox11 expression. 

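*Tgfbr2* (ENSMUSG00000032440.13) lies on the minus strand of chromosome 9 of GRCm38 from 116084293 to 116175360. It was expressed at a low level, with 47 and 90 counts in the control libraries, 20 and 27 with Sox11, and 17 and 8 with Sox11 K91A. This corresponds to 2.01 ± 0.462 CPM (SD, n = 2) in control cultures, 0.771 ± 0.0612 (SD, n = 2) with Sox11 and 0.401 ± 0.179 (SD, n = 2) with Sox11 K91A. Its log2 fold change with Sox11 was -1.36 (standard error 0.45, adjusted p = 0.072 from limma-voom), with both Sox11 libraries below both control libraries. It was past the threshold in 0 of 20 alternatives, where the adjusted p lay between 0.057 and 0.188. With Sox11 K91A, the log2 fold change was -2.34 (standard error 0.53, adjusted p = 0.040 from limma-voom), past the threshold in 16 of the 20 alternatives, with adjusted p between 0.0044 and 0.074. The replicate block, with a correlation of same-numbered deviations of -0.028 between control and Sox11 K91A, was among those where it was not past the threshold (adjusted p = 0.055 from limma-voom). *Tgfbr2* had a log2 fold change of -0.97 between Sox11 K91A and Sox11 (standard error 0.59, adjusted p = 1.00).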

For example, we found that TGFβR2, a receptor upstream of Smad2/3 signaling, was also downregulated by Sox11 (Fig. 5*B*). These data are interesting in light of previous data showing that suppression of Smad2 expression promotes axon growth in an *in vitro* assay (Hannila et al., 2013), and suggest the hypothesis that Sox11 may promote axon regeneration by regulating TGF/Smad signaling, a question to test in future studies. We also detected upregulation of *MEF2C* expression in Sox11-treated RGCs (Fig. 5*B*), consistent with our and others’ data that MEF2 genes promote RGC death in RGCs (Welsbie et al., 2017), and overexpression of MEF2C induces apoptosis in other cells (Bao et al., 2019). 

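*Mef2c* (ENSMUSG00000005583.16), on the plus strand of chromosome 13 of GRCm38 from 83504034 to 83667080, was at 5.76 ± 1.02 CPM (SD, n = 2) in control cultures, 10.9 ± 1.09 (SD, n = 2) with Sox11 and 13.2 ± 0.887 (SD, n = 2) with Sox11 K91A. Both Sox11 libraries, with 320 and 335 counts, were above both control libraries, with 181 and 194. The log2 fold change with Sox11 was 0.94 (standard error 0.23, adjusted p = 0.036 from limma-voom). It stayed between 0.73 and 1.10 with each replicate left out in turn, but was past the threshold in only 9 of 21 alternatives, with adjusted p between 0.0056 and 0.120. With Sox11 K91A, the log2 fold change was 1.23 (standard error 0.23, adjusted p = 0.027 from limma-voom), past the threshold in 19 of the 21 alternatives, with adjusted p between 2.2e-04 and 0.077. *Mef2c* differed by 0.29 on the log2 scale between Sox11 K91A and Sox11 (standard error 0.20, adjusted p = 1.00).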

On the other hand, expression of anti-apoptosis gene BclII was upregulated (Fig. 5*B*), consistent with a compensatory response against apoptosis.

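*Bcl2* (ENSMUSG00000057329.7) lies on the minus strand of chromosome 1 of GRCm38 from 106538178 to 106714274 and overlaps *D630008O14Rik*, which shares 7.8% of its transcript. It was at 21 ± 0.645 CPM (SD, n = 2) in control cultures, 55.6 ± 16.3 (SD, n = 2) with Sox11 and 47.3 ± 7.42 (SD, n = 2) with Sox11 K91A. The log2 fold change was 1.38 with Sox11 (standard error 0.24, adjusted p = 0.016 from limma-voom) and 1.17 with Sox11 K91A (standard error 0.24, adjusted p = 0.033 from limma-voom), with each transduced library above both control libraries. The change with Sox11 was past the threshold in all 21 alternatives, with adjusted p between 5.9e-06 and 0.050, and lay between 1.07 and 1.68 with each replicate left out in turn. The change with Sox11 K91A was past the threshold in 18 of the 21 alternatives, with adjusted p between 3.2e-04 and 0.067.

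**Figure D6:**
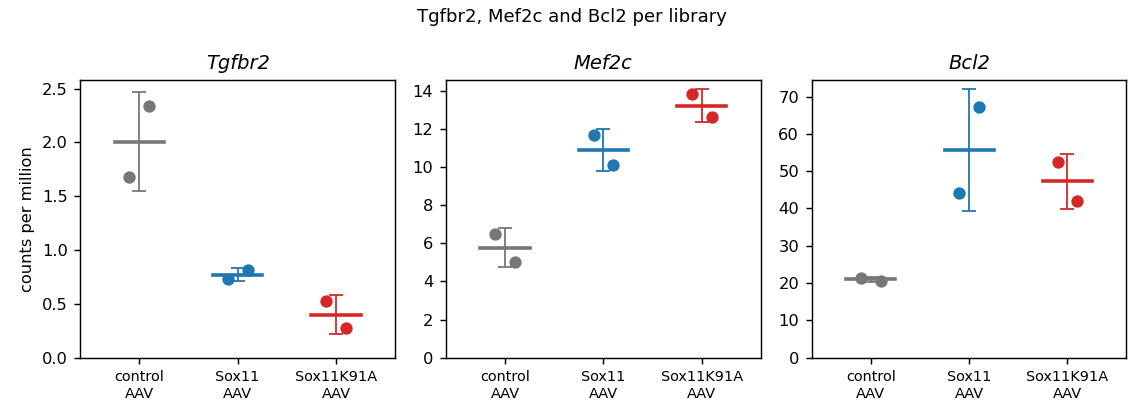
*Tgfbr2*, *Mef2c* and *Bcl2* in each library, in CPM, by group. Points are libraries, lines are group means and bars are SD (n = 2); the control means are 2.01, 5.76 and 21, and the Sox11 means 0.771, 10.9 and 55.6.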

Finally, our data add to the literature on RGC subtype-specific regulation. The presence of resilient and susceptible populations of RGCs has been identified based on their different ability to survive or regenerate axons following optic nerve injury (Norsworthy et al., 2017; Tran et al., 2019). Based on Sox11’s downregulation of the photopigment gene melanopsin (encoded by *Opn4*), Sox11 may preferentially lead to the death of another RGC subtype, ipRGCs (Berson et al., 2002; Hattar et al., 2002). We also found that Sox11 downregulates *Spp1* gene expression in RGCs, which is consistent with the previous study that Sox11 leads to death of α-RGCs (a subtyped defined in part by *Spp1* expression). Very little is known about how transcription factors like Sox11 may regulate specific subsets of RGCs or their expression of genes like *Spp1* or *Opn4*, presumably leveraging subtype-specific co-factors or epigenomic access. Since E18 RGC culture was used for RNA-seq, it is possible that Sox11 alters some newborn RGCs toward non-ipRGC and non-α-RGC cell fates. Understanding how Sox11 specifically targets α-RGC and ipRGC would be an interesting future direction that may be better served by future experiments leveraging single-cell RNA-seq (scRNA-seq; Tran et al., 2019). Certainly, placing Sox11 into a molecular regulatory pathway and better understanding its effects in differentially regulating survival and axon regeneration in different RGC subtypes could lead to a more potent therapeutic strategy for axon regeneration.

How the deposited data were processed for this re-analysis (not part of the article)

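RNA-seq was done on cultured mouse RGCs that received a control AAV, a Sox11 AAV or a Sox11 K91A AAV, with 2 replicates per group. The authors aligned the reads to the mouse genome mm10 with STAR and counted them per gene with RSEM on the DNAnexus platform, and they deposited 1 table per library. In these tables the authors give RSEM expected counts per gene, which were not normalized and were not all whole numbers, since between 80.9% and 82.8% of the values above 0 were whole. The authors also deposited TPM values, which RSEM scales to the same total in each library, and the length of each gene. The versions of STAR and RSEM, the annotation and the use of strand are not stated. Replicates were not pooled. The tables listed 69690 entries, of which 43346 were Ensembl mouse genes, 26248 were numbered entries with 1 count in all and 96 were spike-in entries with 0 counts. Symbols and coordinates were taken from GENCODE M21 on GRCm38, which named 98% of the Ensembl genes, and the genes without a symbol kept their identifier.

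The expected counts per library summed to between 27521982 and 37061718. They were rounded to whole numbers. Genes were kept with the filterByExpr function of edgeR (version 4.0.16), using the 3 groups, and libraries were scaled with TMM factors between 0.985 and 1.04. This kept 15747 genes. Differential expression was tested with limma-voom (limma version 3.58.1, R version 4.3.3) with all 6 libraries in a single fit without a covariate, since 2 replicates per group give little information on the spread of each group alone. The comparisons were Sox11 against control, Sox11 K91A against control, and Sox11 K91A against Sox11, each with Benjamini-Hochberg adjustment over all genes tested, an FDR under 0.05 and an absolute fold change above 1.2. All adjusted p-values of genes are two-sided and come from limma-voom unless another tool is named. CPM values, counts scaled by library size, use the TMM-scaled library sizes, and errors on them are SD over 2 replicates. Folds against libraries that all held at most 3 counts were computed against 3 counts and are lower bounds, and this floor covers counting error only.

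Gene lists were tested with a one-sided Fisher's exact test among upregulated genes, with all genes tested as background, and with limma's camera over all genes. The lists were written from gene families and known markers, in place of the terms of enrichR, whose members were not used. A list of the Reactome pathway of axon guidance came from the fgsea package (version 1.28.0). Overlap of a gene's transcript with other genes was searched with BLAST+ (version 2.17.0), counting matches of at least 95% identity, and a gene was called near-identical to another when at least 90% of its transcript was covered. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

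The genes named in the text are those the paper names for the RNA-seq, the members of a list where the list is reported, and for each comparison the 3 genes with the largest rise and the 3 with the largest fall past the threshold, with a mean of at least 1 CPM and no overlap between the replicates of the groups compared. No gene met this rule between Sox11 K91A and Sox11.

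Alternatives set before the data were examined were edgeR's quasi-likelihood test, DESeq2 (version 1.42.0), sample quality weights in limma-voom, limma-trend on log2(TPM + 1) or, for 3 genes, log2(TPM + 0.1), size factors from DESeq2, library size without further scaling, all genes with at least 1 count, genes with at least 10 counts in every library, a fit of only the 2 groups compared, the replicate number as a block, counts without rounding, other fold change thresholds, other rules for a stronger effect of Sox11 K91A, and leaving out each replicate in turn. The pairing in the replicate block comes from the replicate numbers in the sample titles, and whether same-numbered cultures were prepared together is not stated. Further alternatives were chosen after seeing the data. They are 5 combinations of the fit of 2 groups with quality weights or another filter, a block with the replicate numbers of the Sox11 K91A libraries exchanged, a block for the libraries with low *Xist* counts, a correction for GC content with and without the replicate block, camera with each of the 3 blocks or on the Reactome pathway, and the use of log2(TPM + 0.1) and of counts without rounding on further results.

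The test was checked on simulated counts with the control means, spread and library sizes of these data, in which known genes were changed. Of the changed genes, limma-voom recovered 77% for Sox11 against control, 83.4% for Sox11 K91A against control and 81.4% for Sox11 K91A against Sox11. In the same order, 191, 385 and 194 of 15195 genes were changed, each by a log2 change of at least 2 in size. In the data, the genes called with either virus had a median absolute log2 fold change of 1.13 with Sox11 and 0.962 with Sox11 K91A. Smaller changes were not simulated, so these shares do not give the power to find small differences between the viruses. Of the genes called, 12%, 7.2% and 6.5% had not been changed, above the 5% that the FDR threshold allows. With 2 replicates per group, splits of the samples into other groups were not tested. The qRT-PCR, the cell cultures scored by microscopy and the experiments in eyes were not analysed here.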

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

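The tests of GC content, of near-identical genes and of the libraries with low *Xist* counts were chosen only after the result was seen.

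Of the genes past the threshold with Sox11, *Kctd12b*, *Cryba2*, *Vxn* and *Gm26675*, which the paper does not discuss, had the 4 largest log2 fold changes, from almost no counts in the control libraries. With Sox11, the log2 fold change was 8.51 for *Kctd12b* (standard error 2.05, adjusted p = 0.033 from limma-voom), 8.32 for *Cryba2* (standard error 1.23, adjusted p = 0.013), 8.18 for *Vxn* (standard error 1.06, adjusted p = 0.012) and 8.01 for *Gm26675* (standard error 0.80, adjusted p = 0.0083). All these genes were higher in each of the 4 transduced libraries than in both control libraries. The control libraries held 8 and 1 counts of *Kctd12b*, 11 and 11 of *Vxn*, and 0 of *Cryba2* and *Gm26675*. For the last pair the fold is a lower bound, at least 36.3-fold with Sox11 and 26.5-fold with Sox11 K91A for *Cryba2*, and at least 35.1-fold and 26.5-fold for *Gm26675*. Across the alternatives, the adjusted p with Sox11 ranged from 1.8e-09 to 0.165 for *Kctd12b*, from 1.4e-08 to 0.065 for *Cryba2*, from 2.7e-65 to 0.055 for *Vxn* and from 2.2e-08 to 0.039 for *Gm26675*. Between Sox11 K91A and Sox11 the difference of each gene had an adjusted p of 1.00.

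After a correction for GC content, 4 of the 4 genes were past the threshold with Sox11, with log2 fold changes from 7.84 for *Gm26675* to 8.60 for *Cryba2*. With a block for control replicate 2 and Sox11 replicate 2, which had low *Xist* counts and high counts of Y-linked genes, 4 of the 4 genes were past it as well, with log2 fold changes from 8.01 for *Gm26675* to 8.31 for *Cryba2*. The GC content does not fully explain the rises. Control and Sox11 each have a library in the block, so it could hardly move these values and decides nothing by itself. The rises were also present between libraries outside the block, so this difference between cultures does not fully explain them. Control replicate 1 and Sox11 replicate 1, neither with low *Xist* counts, held 8 and 656 counts of *Kctd12b*, 11 and 2126 of *Vxn* and 0 and 107 of *Cryba2*. The depth of the libraries overlapped between groups, and the 10 most abundant genes held between 3.86% and 5.23% of the counts in each library. For reads shared with near-identical genes, the highest share of a transcript covered by another gene was 100%, for *Gm26675*, which *Zfp597* covers on the opposite strand at 99.6% identity. *Zfp597* itself had a log2 fold change of 0.61 with Sox11 (adjusted p = 0.051), far less than *Gm26675*, so reads shared in a fixed proportion would not give this rise. The use of strand in counting is not stated, and whether the division of reads between the 2 genes differed between libraries was not tested. For the other genes the share covered was 13.9% for *Vxn*, 2.5% for *Kctd12b* and 0 for *Cryba2*. For these 3 genes none of the explanations tested accounts for the rise in full, and the sequence of the virus was not analysed here.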

How the results depend on the processing

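Against control, the direction of *Sox11* and *Opn4* and their side of the threshold were the same with both viruses under each alternative with a test, at an adjusted p under 0.05. By Fisher's exact test, axon guidance genes were in excess among upregulated genes under each, with p from 1.8e-07 to 0.0042 for Sox11 and from 2.3e-07 to 0.0017 for Sox11 K91A. The counts of genes moved more, and the cause was not tested. With Sox11, against 3171 genes, the count was 979 with quality weights, 1598 in the fit of only the 2 groups compared and 1853 above a fold change of 2. With Sox11 K91A, against 1672 genes, it was 3012 with DESeq2 (4147 with Sox11), 936 on log2(TPM + 1) and 1068 above a fold change of 2. More genes were called with Sox11 K91A than with Sox11 under quality weights (1400) and in the fit of only the 2 groups compared (1732), so the order of the viruses by count depends on the processing. The excess of upregulated over downregulated genes with Sox11 K91A also turned, to 631 and 769 with quality weights and 1485 and 1527 with DESeq2. With Sox11, 1568 genes were upregulated and 1603 downregulated, and this order turned as well. It became 1312 and 932 on log2(TPM + 1), 527 and 452 with quality weights and 1471 and 1367 with edgeR's quasi-likelihood test. The other alternatives set before the data were examined kept it. Between Sox11 K91A and Sox11, DESeq2 called 2 genes, *Gm26825* and ENSMUSG00000102226.1, the latter named after its values were seen. Each other alternative called 0, with between 35 and 476 genes at an unadjusted p under 0.05. These numbers are fewer than evenly spread p-values would give, so 0 calls do not show that the viruses had equal effects.

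Against 58 genes more downregulated and 38 more upregulated by Sox11 K91A, DESeq2 gave 95 and 76, and log2(TPM + 1) gave 34 and 22. Quality weights gave 7 more upregulated genes. Counting any difference gave 210 and 238, and requiring that Sox11 was not past the threshold gave 30 more downregulated genes. Requiring that the viruses differ past the threshold gave 0 and 0, with 108 genes at an unadjusted p under 0.05. With camera, p for axon guidance was 0.029 with Sox11 and 0.013 with Sox11 K91A, 0.050 each after adjustment. The adjusted p was 0.135 for axonogenesis with Sox11 and 0.062 with Sox11 K91A, and 0.050 with each virus for neuron migration and generation of neurons, against values under 0.05 with Fisher's exact test. *Spp1* with Sox11 K91A passed the threshold with the replicate block, at -2.96. The cause was not tested for any of these.

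The following alternatives were chosen after seeing the data, and the cause was not tested. With Sox11, the count was 2107 on log2(TPM + 0.1), where 61.1% of calls were higher against 49.4% before. In the fit of only the 2 groups compared it was 1596 with quality weights, 2105 with quality weights and no filter, 2111 with no filter, 1573 with a filter of 1 CPM and 1536 with both quality weights and that filter. Of these 5, all but the 2 without a filter called more genes with Sox11 K91A than with Sox11. With Sox11 K91A it was 896 on log2(TPM + 0.1), 2894 with the block for libraries with low *Xist* counts (4562 with Sox11) and 2753 with the block of exchanged numbers (4076 with Sox11). Against 915 upregulated and 757 downregulated genes with Sox11 K91A, the downregulated ones were in excess with these blocks (1326 and 1568, 1290 and 1463), and in the fit of only the 2 groups compared with quality weights (768 and 947), with no filter (929 and 984), with both (920 and 1181) and with quality weights and the CPM filter (804 and 959). The genes more downregulated by Sox11 K91A than by Sox11 were 58 before. In the fit of only the 2 groups compared they were 107 with quality weights and no filter. They were 27 with the CPM filter and 38 with quality weights and that filter. The more upregulated genes were 21 in that fit with quality weights, 62 with no filter and 23 with quality weights and the CPM filter. The low *Xist* block gave 195 and 97, and the block of exchanged numbers gave 59 more upregulated genes. *Spp1* with Sox11 K91A passed the threshold in the fit of only the 2 groups compared with quality weights (-2.83), with quality weights and no filter (-2.85), with no filter (-2.84) and with quality weights and the CPM filter (-2.83), with the block of exchanged numbers (-3.15) and with the GC correction and replicate block (-3.07). In camera, each list has its adjusted p except axon guidance, which has its p. With the replicate block, axonogenesis was at 0.169 with Sox11 and 0.072 with Sox11 K91A, and the other lists were under 0.05. With exchanged numbers, axonogenesis was at 0.229 and 0.102, neuron migration and generation of neurons were at 0.072 with each virus, and axon guidance with Sox11 was at 0.070. With the low *Xist* block, axon guidance was at 0.075 and 0.222, axonogenesis at 0.222 with each virus, neuron migration at 0.151 and 0.222, and generation of neurons at 0.151 with each. The Reactome pathway in camera was at 0.193 and 0.185.

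Signs reversed for some differences between Sox11 K91A and Sox11, and the cause was not tested. On log2(TPM + 1) these were *Csgalnact1* (0.11) and *Ephb3* (-0.024), with *Gm26825* between Sox11 and control (0.026), and on log2(TPM + 0.1) the same genes (0.49, -0.025 and 0.035). With the low *Xist* block they were *Csgalnact1* (0.46), *Efna5* (0.042), *Plxnb1* (-0.011) and *Tfap2b* (-0.033, against 0.99 without it). With the GC correction they were *Efna5* (0.036), *Plxnb1* (-0.063), *Ephb3* (-0.064) and *Kif26a* (-0.027), with *Lsamp* at 0, and with the GC correction and replicate block *Efna5* (0.043), *Plxnb1* (-0.064) and *Ephb3* (-0.062). Across the fits that each left out one replicate, *Opn4* with Sox11 K91A ranged from -3.96 to -3.03 and *Spp1* from -3.58 to -2.01. Between Sox11 K91A and Sox11, *Opn4* ranged from -0.88 to 0.021 and *Spp1* from -3.07 to -0.105. Counts and lists were not run without a replicate, since the calls need 2 samples in each group. For the other genes named, 1127 values kept their direction and side of the threshold, 79 came to pass it and 50 no longer did. Low counts limit *Tgfbr2* and *Opn4*, which held 8 to 27 and 15 to 25 counts in the libraries with either virus.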

Differences from the paper's values

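For *Sox11*, the paper's p with Sox11 K91A is 4.4E-03, and the values here are 1.2e-06 before adjustment and 0.0092 after it. The unadjusted value differs from the paper's under every alternative set before the data were examined. A gap is called closed in this section when the value here lies within 1.5 times the paper's, whatever its side of the threshold. For the adjusted value, testing all genes with at least 1 count gave 0.0046 and closed the gap, and none of the other alternatives set before the data were examined did. The paper's p with Sox11 is 5.9E-07, set against an adjusted p of 0.0075 here, and none of the alternatives set before the data were examined closed this gap. The unadjusted p of 7.9e-07 is within 1.5 times the paper's. The paper's text does not say whether its p-values are adjusted.

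The paper's range of reads per sample is 65 to 91 M, and the expected counts summed to 27.5 to 37.1 M per library. Reads and counts on genes are different measures, and none of the alternatives set before the data were examined changes these sums.

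The paper's number of genes more downregulated by Sox11 K91A than by Sox11 is 173, and 58 were found here. The paper's number of genes more upregulated is 181, and 38 were found here. Of the alternatives set before the data were examined, counting any difference in the same direction gave 210 and 238 genes and closed both gaps, and the others closed neither. The block for the libraries with low *Xist* counts, chosen after seeing the values, gave 195 more downregulated genes, within 1.5 times the paper's number, and 97 more upregulated genes, which is not.

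For *Spp1* with Sox11 K91A, the paper's −log10 of the adjusted p is about 2.0 in Fig. 5B, read by eye, and the value here is 0.837. Of the alternatives set before the data were examined, the replicate block gave 1.61 and closed the gap, and the others did not. Alternatives chosen after seeing the values also closed it: the fit of only the 2 groups compared gave 1.64 with quality weights, 2.20 with quality weights and no filter, 1.55 with no filter and 1.66 with quality weights and a filter of 1 CPM, the block with exchanged numbers gave 1.64, and the GC correction with the replicate block gave 1.63. For *Tfap2b* with Sox11 K91A, the paper's value is about 1.6 in Fig. 5B, read by eye, and the value here is 0.930. Of the alternatives set before the data were examined, the fit of only the 2 groups compared gave 1.07 and the replicate block 1.47, both of which closed the gap, and the others did not. Of these 2, only the replicate block took *Tfap2b* past the threshold. Alternatives chosen after seeing the values also closed it: the fit of only the 2 groups compared gave 1.11 with quality weights, 1.41 with quality weights and no filter, 1.27 with no filter, 1.09 with a filter of 1 CPM and 1.13 with both quality weights and that filter, the block for libraries with low *Xist* counts gave 1.12, and the GC correction with the replicate block gave 1.38. Among these, only those at 1.41 and 1.38 took *Tfap2b* past the threshold.

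Some genes labelled in Fig. 5B as changed by Sox11 K91A were not past the threshold against control here. *Spp1* and *Tfap2b* were past it under the replicate block, and *Csgalnact1* under DESeq2, quality weights and the replicate block, all set before the data were examined. *Sema3c* was past it under DESeq2 and the replicate block, *Shh* under DESeq2, DESeq2 size factors and the filter of 10 counts in every library, and *Cartpt* in the fit of only the 2 groups compared, again set before the data were examined. Alternatives chosen after seeing the values also took these genes past it. In the fit of only the 2 groups compared, chosen after seeing the values, the threshold was passed with quality weights by *Spp1*, *Csgalnact1* and *Sema3c*, with quality weights and no filter by *Spp1*, *Csgalnact1*, *Sema3c*, *Cartpt* and *Tfap2b*, with no filter by *Spp1*, *Csgalnact1* and *Cartpt*, with a filter of 1 CPM by *Csgalnact1* and *Cartpt*, and with quality weights and that filter by *Spp1*, *Csgalnact1* and *Sema3c*. Among blocks and corrections chosen after seeing the values, it was passed with exchanged replicate numbers by *Spp1*, *Csgalnact1*, *Sema3c*, *Shh* and *Cartpt*, with the low *Xist* block by *Cartpt*, and with the GC correction and replicate block by *Spp1*, *Csgalnact1*, *Sema3c* and *Tfap2b*.

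The paper states that Sox11 downregulates *Spp1* and *Tgfbr2*, and for *Spp1* it also reports a significant fall by qRT-PCR, which was not analysed here. In the RNA-seq both were lower with Sox11 without passing the threshold, with log2 fold changes of -1.17 (adjusted p = 0.372 from limma-voom) and -1.36 (adjusted p = 0.072), and neither passed it under any alternative run. The paper also states a stronger effect of Sox11 K91A than of Sox11 on *Spp1*. The difference was in that direction, with a log2 fold change of -1.68 (adjusted p = 1.00), and passed the threshold under none of the alternatives run, where the adjusted p lay between 0.897 and 1.00. In Fig. 5A the paper shows stronger enrichment of axon guidance with Sox11 than with Sox11 K91A and the reverse for generation of neurons, migration and axonogenesis. In the lists used here, the odds ratio for axon guidance was 3.22 with Sox11 and 4.56 with Sox11 K91A, and those of the other lists were also higher with Sox11 K91A. Of the alternatives set before the data were examined, DESeq2, no filter, the fit of only the 2 groups compared, the replicate block and the Reactome pathway gave a smaller Fisher's exact p for axon guidance with Sox11 than with Sox11 K91A (with the replicate block, 8.6e-06 against 8.6e-05, though the odds ratios were 3.95 and 4.29), and the others did not. Of those chosen after seeing the values, the fit of only the 2 groups compared did so with quality weights, with no filter, and with quality weights and a filter of 1 CPM. The block with exchanged numbers, the block for libraries with low *Xist* counts and the GC correction with or without the replicate block, all chosen after seeing the values, did so as well. On the Reactome pathway, too, the odds ratio was higher with Sox11 K91A, at 2.51 against 2.29 with Sox11. There the smaller p does not show a stronger enrichment with Sox11. A test of the difference between the viruses gave an adjusted p of 0.913 for each of the 4 lists. With the block for libraries with low *Xist* counts, chosen after seeing the values, the axon guidance genes and those for generation of neurons were lower with Sox11 K91A than with Sox11, each with an adjusted p of 0.066.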

Other observations

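The tests with a block for the libraries with low *Xist* counts or with exchanged replicate numbers and those on *Gm26825* were chosen only after the result was seen.

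Loss of ipRGCs is a candidate explanation for the fall of *Opn4*. Of the 11 other ipRGC markers tested, 7 were lower with Sox11 and 6 with Sox11 K91A, and the shift of the list had a camera p of 0.433 and 0.198, so a fall of *Opn4* alone cannot be told apart from a loss of these cells. For *Spp1*, a loss of α-RGCs was tested on 6 other markers, of which 5 were lower with Sox11 and 4 with Sox11 K91A. The camera p, not adjusted, was 0.056 and 0.036, which does not tell the viruses apart, and such a loss remains as an explanation. With *Spp1* included, the α-RGC list had an adjusted p over 15 lists of 0.232 with Sox11 (median log2 fold change -1.17, 6 of 7 markers lower) and 0.133 with Sox11 K91A (median -1.58, 5 of 7 lower). With the replicate block these were 0.118 and 0.034, with exchanged numbers 0.091 and 0.030, and with the low *Xist* block 0.136 and 0.055.

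For the genes changed against control, a different share of other cells was tested with marker lists, and the lowest adjusted camera p among lists of other cell types was 0.237 in the fit without a block. Over the 3 blocks the lowest was 0.177, for vascular markers with Sox11 K91A under the replicate block. Of 18 general RGC markers, 13 were lower with Sox11, 7 of them past the threshold, and 12 with Sox11 K91A, 3 of them past it. None was past it upward. The adjusted camera p of this list was 0.196 with Sox11 and 0.237 with Sox11 K91A, so a loss of RGCs in general remains open. Sex of the pups was tested with 5 sex-linked genes. Against control, 0 differed by more than the mean difference between replicates with Sox11 and 2 with Sox11 K91A. Replicates within the control group and within the Sox11 group differed in these genes themselves, so this test alone cannot tell a difference in sex apart. With a block for the libraries with low *Xist* counts, 3168 of the 3171 genes called with Sox11 were still called. Control and Sox11 each include such a library, so the block could hardly move those fold changes and this number decides nothing. The Sox11 K91A group has no such library, and 1570 of its 1672 called genes were still called. The difference between cultures that *Xist* marks thus does not fully explain the calls with Sox11 K91A. The list of stress and apoptosis genes did not pass the correction in the fit without a block, with 18 of 26 genes higher with Sox11 (median log2 fold change 0.64, adjusted p of 0.087) and 17 with Sox11 K91A (median 0.54, adjusted p of 0.077). It passed with Sox11 K91A under each of the 3 blocks, at 0.034 with replicate numbers, 0.022 with exchanged numbers and 0.024 with low *Xist*. With Sox11 it passed with exchanged numbers (0.032) and not with the others (0.085 and 0.092).

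The correlation between the effects of the viruses could come from the shared control libraries. With a different control library for each virus, the lower correlation across genes was 0.581, so sharing does not account for all of it. A different level of *Sox11* transcript was tested as an explanation for differences between the viruses. Its log2 fold change of -0.336 between Sox11 K91A and Sox11 was smaller than the difference between replicates, 0.67 and 0.77. With replicates so far apart, smaller changes with Sox11 K91A cannot be told apart from a lower level of *Sox11*. *Sox11* was at 7026 and 11970 CPM in Sox11 K91A replicates 2 and 1, and at 9178 and 14590 CPM in Sox11 replicates 1 and 2. The first principal component ordered these libraries in the same way, at 9.5 and 42.8 against 20.9 and 87.9. So few libraries cannot settle whether the level of *Sox11* set the size of the changes. The changes of *Spp1*, *Tgfbr2* and *Mef2c* were larger with Sox11 K91A, opposite to what a lower level would give if changes grow with it.

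Control replicate 2 and Sox11 replicate 2 had less *Xist* (95.9 and 254 CPM) than the other libraries (400 to 526 CPM) and more *Ddx3y* (30.0 and 29.9 against 16.2 to 17.8 CPM), and they stood apart on the second principal component. A block for these 2 libraries called 0 genes by itself, with 2397 at an unadjusted p under 0.05. No such library is in the Sox11 K91A group, so the block is partly mixed with the virus. With it, the log2 fold change between Sox11 K91A and Sox11 became -0.236 for *Sema3c* (standard error 0.39) and -0.033 for *Tfap2b* (standard error 0.27), within 1 standard error of 0, and a difference between cultures may account for both. That of *Spp1* went from -1.68 to -0.751 (standard error 0.49), beyond 1 standard error, and that of *Spp1* with Sox11 K91A against control from -2.85 to -1.64, so part of this difference may come from the cultures. Amacrine markers were higher with Sox11 K91A than with Sox11, 11 of 12, with a median log2 fold change of 0.60 and an adjusted p of 0.028 over 15 lists. The adjusted p was 0.019 with the replicate block, 0.086 with exchanged numbers and 0.428 with the low *Xist* block, where the list was lower instead and the unadjusted camera p was 0.200, so a difference between cultures remains as an explanation here too.

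*Gm26825* had 65 and 60 counts in the control libraries, 66 and 46 with Sox11 and 0 in both Sox11 K91A libraries, at least 15.1-fold lower than control and at least 13.5-fold lower than Sox11. Depth was tested, and 56.6 counts were expected in the shallower Sox11 K91A library. Reads shared with a near-identical gene were examined, since *Hspa8* covers 100% of its transcript at 99.2% identity. *Hspa8* itself had a log2 fold change of -0.42 with Sox11 K91A (adjusted p = 0.138 from limma-voom), so reads shared in a fixed proportion would not give 0 counts. Whether the division of reads between the 2 genes differed between libraries was not tested. No biological explanation was tested for this gene.

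By the rule for named genes, the largest falls with Sox11 were those of *A4galt* (-5.40, adjusted p = 0.032), *Adra1d* (-5.33, adjusted p = 0.030) and *Crhr2* (-5.12, adjusted p = 0.037). They were past the threshold in 18, 19 and 11 of 20 alternatives, with adjusted p from 0.0019 to 0.062, from 3.9e-06 to 0.063 and from 0.017 to 0.091. With each replicate left out in turn, the log2 fold changes ranged from -7.669 to -2.875, from -6.727 to -3.793 and from -7.753 to -2.196. Sox11 replicate 1 held 11, 9 and 19 counts of these genes and Sox11 replicate 2 held 0, 1 and 0. The size of each fall thus depends on which library is kept. With Sox11 K91A the largest falls were those of *Gm26825* (-6.85, adjusted p = 0.019), *Xdh* (-5.35, adjusted p = 0.020) and *Mmp12* (-4.67, adjusted p = 0.014). Each of these was past the threshold in every alternative with a test, with adjusted p from 4.7e-06 to 0.031, from 3.1e-08 to 0.024 and from 4.8e-16 to 0.023. In each case both libraries with the virus were below both control libraries.

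The log2 fold changes of the related genes *Sox4* and *Sox12* with Sox11 were -0.51 (adjusted p = 0.043 from limma-voom) and -0.86 (adjusted p = 0.016 from limma-voom), with both Sox11 libraries below both control libraries. The neurofilament genes *Nefh*, *Nefm* and *Nefl* fell with Sox11, with log2 fold changes of -2.69 (adjusted p = 0.012), -1.72 (adjusted p = 0.018) and -1.16 (adjusted p = 0.044), lower in 2 of 2 libraries than in both control libraries. With Sox11 K91A against control, *Sox12*, *Nefh* and *Nefm* were past the threshold downward, and *Sox4* and *Nefl* were not.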
